A study of Homo sapiens with 15 samples. Its data were reported in "Modulation of the Endomembrane System by the Anticancer Natural Product Superstolide/ZJ-101" (2023).

How the data were processed

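RNA was measured in pooled spheroids of the MDA-MB-231 line in 5 groups of 3 libraries: DMSO vehicle and ZJ-101 at 0.5, 5, 50 and 500 nM for 24 h. According to the study's methods, poly(A) RNA was sequenced as paired-end reads, which were aligned to hg38 with HISAT2, counted per gene with htseq-count and tested with DESeq2 on a Galaxy server. The versions, the GENCODE release and the strand setting of the counts are not given. The 2D cultures of the study were not used here.

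The authors deposited a table of signal values for 59608 gene symbols, which are gene counts divided by the DESeq2 size factor of each library. Checked on the values, 100.0% of the numbers in each library were whole multiples of 1 step within a tolerance of 0.001, so reads could be recovered for the methods that need them. The authors also deposited, for each dose against DMSO, the DESeq2 mean signal over 15 libraries, the log2 fold change with its standard error, the score of the Wald test and the p-value with its adjusted form. The authors' log2 fold changes, as deposited, appeared shrunken towards 0, judged from their values, and the p-values were left blank where DESeq2 gave none. Libraries held 7773325 to 10065633 reads in genes (median 9108870), with 22031 to 22937 genes detected.

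All tests used log2 of the normalised count plus a pseudocount of 1, on the 15233 genes with a mean of at least 10 over the 15 libraries. limma 3.58.1 fitted the 5 groups in 1 model with an intensity trend and robust variance moderation (limma-trend), and gave each dose against DMSO, each step between neighbouring doses, an F-test over the groups and, in the 12 treated libraries, a slope per 10-fold dose. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested, two-sided. The biological coefficient of variation between plates was 3.72% (edgeR 4.0.16). On simulated data made from these libraries, the test was checked for how many changed genes it found and how many false calls it made. Replicate numbers were not used as pairs.

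Fixed before the data were examined, 41 gene lists were written from general knowledge, 2 of them from genes named by the study. They covered the study's raised and lowered genes, the unfolded protein response, ATF4 targets, heat shock, cholesterol and fatty acid synthesis, O-glycan, N-glycan, glycosaminoglycan and nucleotide sugar genes, vesicle coats and golgins, Golgi stress, the proton pump, lysosome, autophagy, endosomal sorting, integrins, matrix, matrix remodelling, cell to cell adhesion, YAP and TGF-beta targets, mitosis, G1/S, cell cycle brakes, apoptosis, hypoxia, NF-kappaB, interferon, NRF2, ERK (MAP kinase) targets, actin, surface receptors, ribosomal proteins, nuclear and mitochondrial respiratory chain genes, nuclear RNAs, histones, luminal, and blood or stromal markers. Lists with at least 5 tested members were tested against all other genes with camera in limma, with its preset correlation of 0.01 and, as an alternative, an estimated one, and adjusted over the 41 lists and 4 doses. A further 6 lists, 1 of them of fibroblast genes that the results also use to describe single libraries, and a set of 10 ATF6 targets were chosen after the data were seen.

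The rule for naming genes was fixed before the data were examined. For 50 and 500 nM it names the 10 called genes that rose most and the 10 that fell most, and for 0.5 and 5 nM the 5 and 5, among those with a mean of at least 100 in the higher group and all 3 treated libraries beyond all 3 DMSO libraries. It also names the genes the study named, up to 4 members per list with the smallest p at 500 nM or in the step described, and the 5 genes with the largest changes in opposite directions. Not every gene the rule names is described. FASN, AKR1C1 and AKR1C2 at 500 nM, HSPA5 and HYOU1 against DMSO and values of such genes at other doses go beyond it and were chosen after their values were seen.

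Positions came from GENCODE release 44 on hg38, in which 13307 of the tested symbols (87.36%) were found. Genes were marked as having a second copy when at least 50% of their 31 bp words, taken every 25 bp, occurred on 1 of 261 alternate contigs, or when they lay in the pseudoautosomal regions, which gave 207 tested genes. Alternatives were no filter, a mean of at least 50, TMM scaling, a pseudocount of 5, a fit to the compared groups alone, DESeq2 1.42.0 and edgeR 4.0.16 on recovered reads, a replicate block, the authors' deposited tables, a minimum absolute log2 fold change of 1, leaving out each library in turn and the estimated correlation. Leaving out 3 libraries with fibroblast transcripts and leaving out genes with a second copy were added after the data were seen. Work was done in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.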

Results

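RNA from spheroids of MDA-MB-231, an established cell line from a triple-negative breast cancer, was sequenced after 24 h with ZJ-101 or with 0.1% DMSO as the vehicle. ZJ-101 is a synthetic, truncated analog of superstolide A, a compound first isolated from a marine sponge. Spheroids were formed for 72 h in 96-well plates before treatment, and the pooled spheroids of 1 plate made 1 biological replicate. The 15 libraries fell into 5 groups of 3: the vehicle and ZJ-101 at 0.5, 5, 50 and 500 nM. Libraries held 7773325 to 10065633 reads assigned to genes (median 9108870). Of the 59608 gene symbols listed, 31740 had a read in some library and 15233 had a mean of at least 10 normalised reads and were tested. Gene values are normalised read counts, given as mean ± SD with n = 3 plates in every group. P-values of single genes are based on the spread between plates. Camera p-values of gene lists compare the members with all other genes, and with the preset correlation they rest mainly on the spread across genes. Gene positions are on hg38 from GENCODE release 44, and the tables identified genes by symbol alone. The comparisons ask how the transcriptome of established spheroids responds to rising doses of a compound that the study links to spheroid disassembly and to the secretory and endosomal membranes.

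The response grew with dose. SLC3A2, the heavy chain of a family of amino acid transporters at the cell surface (chromosome 11, 62856004 to 62888880), had 1834 ± 93.2 normalised reads with the vehicle, 2587 ± 349.8 at 5 nM, 8257 ± 23.1 at 50 nM and 13567 ± 108 at 500 nM. INSIG1, which holds the sterol sensor in the endoplasmic reticulum (chromosome 7, 155297776 to 155310235), had 1076 ± 43.4 with the vehicle and fell to 359 ± 26.7 at 50 nM and 238 ± 23.9 at 500 nM. GDF15, a stress-induced cytokine (chromosome 19, 18374731 to 18389176), rose from 526 ± 46.9 to 1485 ± 45.7 at 500 nM, and E2F1, a transcription factor for entry into S phase (chromosome 20, 33675477 to 33686385), rose from 527 ± 22.1 to 813 ± 23.2. Over all 15233 tested genes, limma at an adjusted p below 0.05 called 11 genes at 0.5 nM, 1053 at 5 nM, 3134 at 50 nM and 4933 at 500 nM. At 500 nM 2462 genes were higher and 2471 lower. Changes were mostly modest, and those of at least 2-fold were mostly falls: 4 genes rose and 13 fell this far at 5 nM, 34 and 87 at 50 nM, and 104 and 306 at 500 nM. An F-test over the 5 groups called 5942 genes, and a test for a straight line against log10 dose in the 12 treated libraries called 4252 (2133 rising and 2119 falling). Along that line SLC3A2 gained 1.03 log2 units per 10-fold dose (adjusted p = 1.35e-06) and INSIG1 changed by -0.86 (adjusted p = 3.36e-06). The first principal component of the log2 values, with 32.5% of the variance, placed 5, 50 and 500 nM in order with 0.5 nM beside DMSO. The next, with 10.3%, was highest in the 50 nM libraries and also separated libraries within other groups. It was lowest, at -18.4, -18.6 and -15.5, in replicate 2 at 0.5 nM, replicate 2 at 5 nM and replicate 1 at 500 nM. Those libraries also held the most fibroblast transcripts, so this component does not stand for dose alone.

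**Figure D1:**
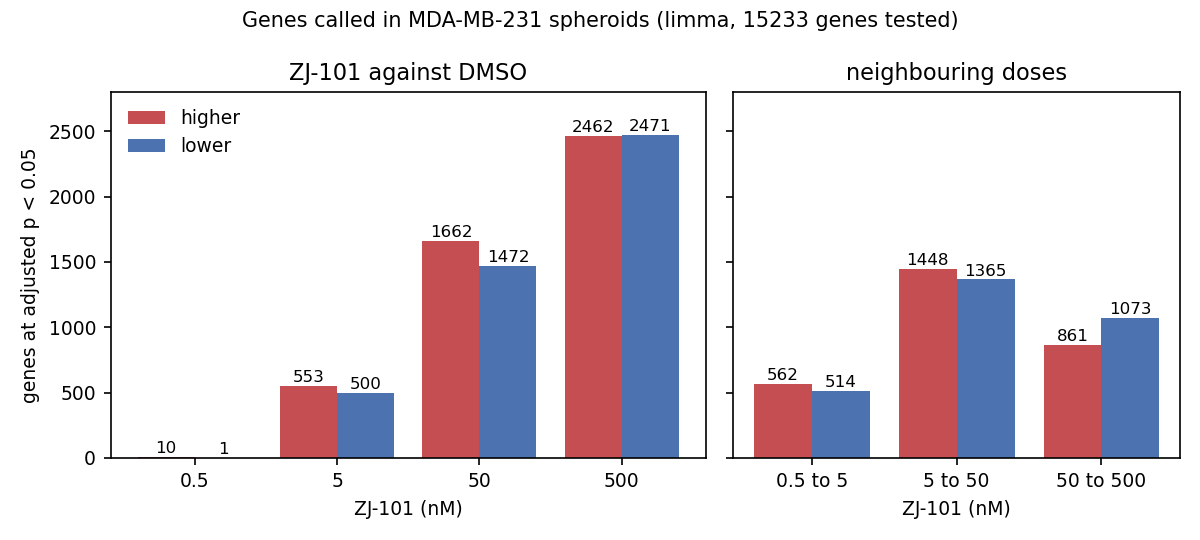
Number of genes called higher (red) and lower (blue) by limma among 15233 tested (y axis), for each ZJ-101 dose against DMSO (left, x axis in nM) and for each step between neighbouring doses (right), with 3 libraries per group. Against DMSO the bars reach 2462 higher and 2471 lower genes at 500 nM.

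**Figure D2:**
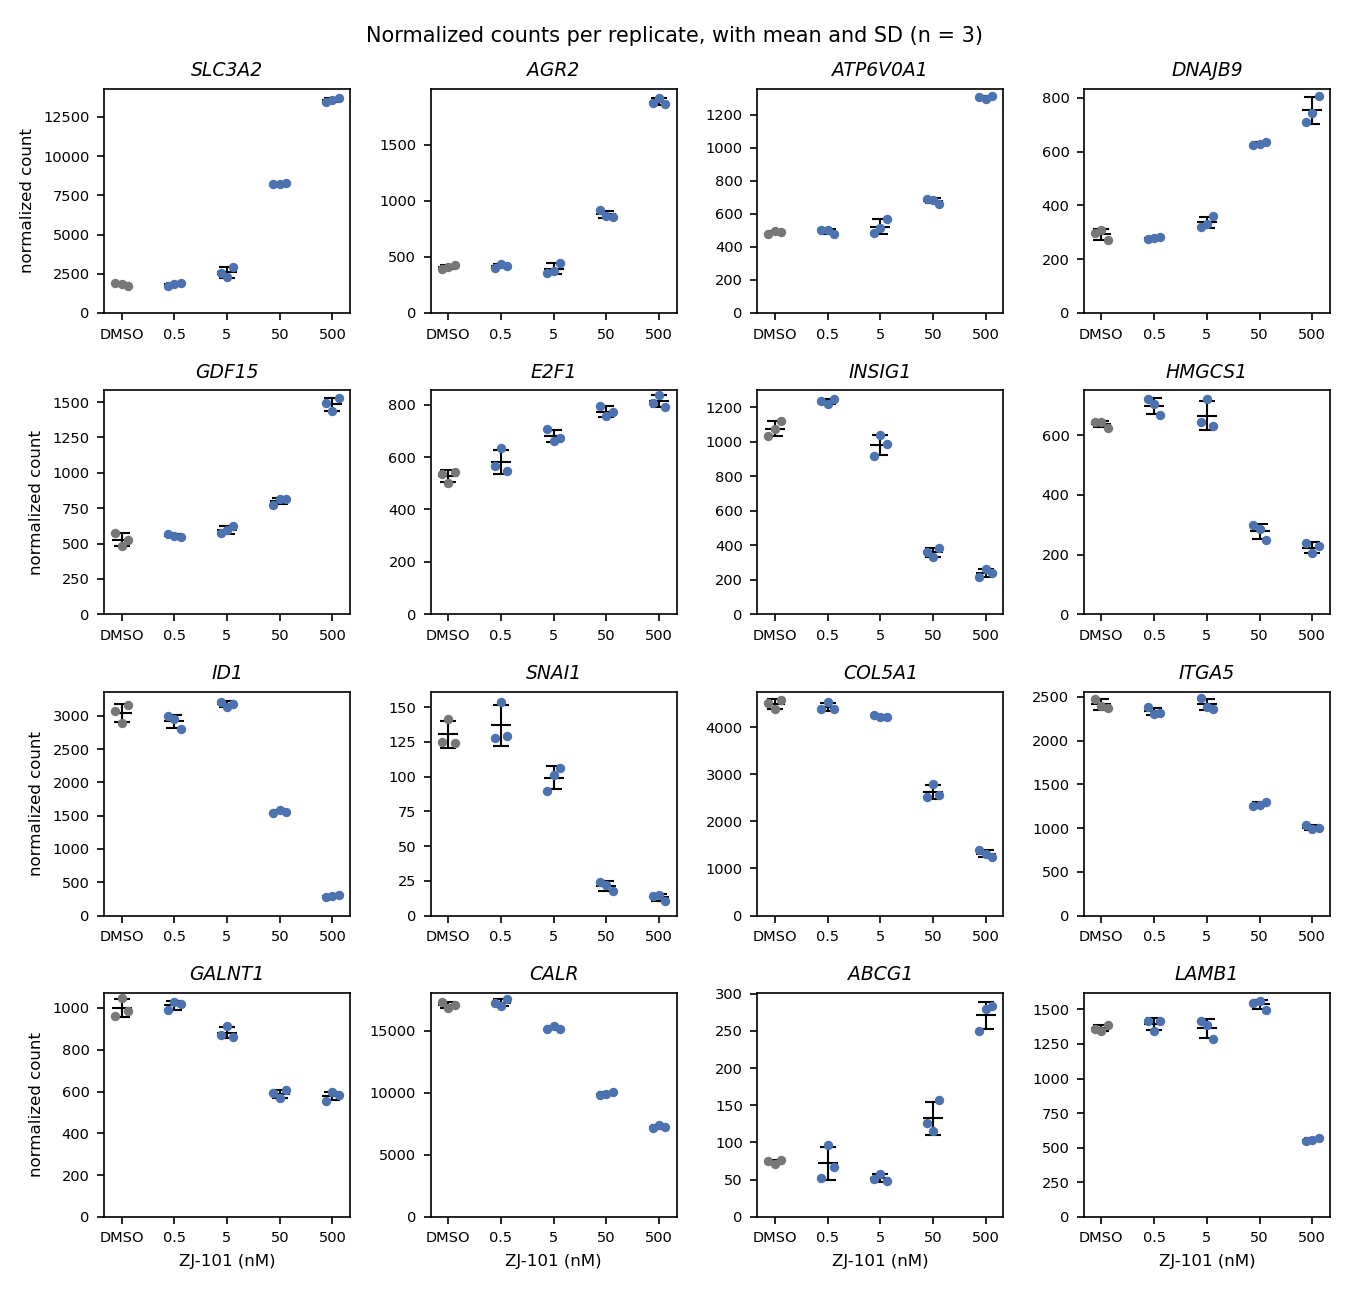
Normalised read counts (y axis) of 16 genes by ZJ-101 dose (x axis, nM, with DMSO at the left), with 1 point per library and bars for the mean and SD of the 3 libraries of a group. SLC3A2 climbs from 1834 to 13567 and INSIG1 declines from 1076 to 238 between DMSO and 500 nM.

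At 500 nM, the comparison with DMSO asks what the highest dose changed in spheroids that were already formed. The largest gains among well-measured genes were in SLC3A2 (7.40-fold, adjusted p = 5.45e-11), the thrombin receptor F2RL3 (6.02-fold, chromosome 19, 16888999 to 16892606) and AGR2, a protein disulfide isomerase of the endoplasmic reticulum (ER) that helps mucins fold (4.60-fold, chromosome 7, 16791811 to 16833433). The oxytocin receptor OXTR rose 3.98-fold, the proton pump subunit ATP6V0A4 3.94-fold and FST, a secreted antagonist of activins and of some bone morphogenetic proteins, 3.85-fold. SPNS2, an exporter of sphingosine 1-phosphate, rose 3.75-fold, the ion channel CNGA1 3.73-fold, the RNA-binding protein NANOS1 3.62-fold and ABCG1, a transporter that exports cholesterol, 3.61-fold. Among the genes that fell most were PLEKHG4B, which encodes a guanine nucleotide exchange factor (16.3 times lower, adjusted p = 9.73e-41, chromosome 5, 92168 to 189972), and the transcriptional inhibitors ID3 (10.9 times lower, chromosome 1, 23557926 to 23559501), ID1 (10.3 times lower, chromosome 20, 31605283 to 31606515) and ID2 (6.25 times lower). SNAI1, a repressor of E-cadherin in epithelial to mesenchymal transition, fell 9.32-fold (chromosome 20, 49982980 to 49988886), from 131 ± 9.77 to 13.3 ± 2.57 normalised reads. The peptide receptor NPR3 (7.22 times lower), the matrix protein MATN2 (6.07), the lipase LIPG (6.01) and the complement protease C1S (5.69) fell too. Over all tested genes, the 3 libraries at 500 nM lay beyond the 3 DMSO libraries in 41.4%, where chance gives 10%.

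Genes of sterol and fatty acid synthesis fell together at 500 nM. Of 26 genes of cholesterol synthesis and its control, 20 fell and 1 rose (median log2 fold change -0.68, camera adjusted p = 4.83e-17). INSIG1 fell 4.52-fold. HMGCS1, an early enzyme of the pathway, fell 2.85-fold. In fatty acid synthesis, 12 of 18 genes fell and 2 rose (adjusted p = 2.39e-09), among them the desaturases SCD, from 12828 ± 212 to 5126 ± 13.8 normalised reads, FADS2 (1.85 times lower) and the fatty acid synthase FASN (2.72 times lower). Adjusted over the list alone, 21 cholesterol genes fell and 1 rose, and 12 fatty acid genes fell and 2 rose. Exons of HMGCS1 overlapped a gene on the opposite strand over 37.7% of their length, as did those of TYMS (39.9%), BCL2L1 (41.3%) and ICAM1 (23.6%), and the strand setting of the counts is not stated.

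Stress genes differed by type at 500 nM. Targets of the transcription factor ATF4 rose, 25 of 35 with 4 lower (median 0.39, adjusted p = 8.88e-10), including GDF15 (2.82-fold), the arginine transporter SLC7A1 (1.63-fold) and the serine synthesis enzyme PSAT1 (1.86-fold). Heat shock genes rose in 17 of 22 cases with 2 lower (adjusted p = 5.19e-07), with HSP90AA1 at 1.38-fold and HSPA8 at 1.27-fold, while the collagen chaperone SERPINH1 fell 1.82-fold. Targets of the unfolded protein response in the ER split, with 14 higher and 15 lower of 33, and the list as a whole was not called (adjusted p = 0.795, median -0.03 and mean 0.01, so the signs differed). CALR, a lectin chaperone of the ER lumen, fell from 17061 ± 232 to 7249.6 ± 145 (chromosome 19, 12938578 to 12944489), while its membrane-bound relative CANX rose 1.42-fold and the co-chaperone DNAJB9 2.57-fold. HSPA5, the ER chaperone BiP, fell 1.12-fold. Adjusted over the list alone, the counts were 29 higher and 4 lower for ATF4 targets, 17 and 2 for heat shock genes, and 14 and 15 for the unfolded protein response.

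Enzymes of O-glycosylation fell in 15 of 21 cases with 3 higher at 500 nM (median -0.37, adjusted p = 5.84e-06). GALNT1, GALNT2 and GALNT3, which attach the first sugar of mucin-type chains, fell 1.72, 1.53 and 1.94-fold. Enzymes of glycosaminoglycan synthesis fell in 16 of 28 cases with 2 higher (adjusted p = 3.76e-06), with the chondroitin polymerising factors CHPF and CHPF2 at 3.17 and 2.64 times lower. Genes that make and import nucleotide sugars went the other way, with 15 of 25 higher and 1 lower (adjusted p = 0.000381). UXS1, which makes UDP-xylose, rose 1.53-fold, and the 1 that fell was GFPT2 (1.74-fold), an entry enzyme of the hexosamine pathway. N-glycosylation enzymes moved both ways, 14 higher and 12 lower of 42, and were not called as a list (adjusted p = 0.505): the mannosyltransferase ALG2 rose 2.19-fold and the galactosyltransferase B4GALT1 fell 1.79-fold. Genes of vesicle traffic between the ER and the Golgi were called lower (11 higher and 20 lower of 53, adjusted p = 0.0301), a call lost at adjusted p = 0.0705 with an estimated correlation, with TMED9 2.03 times lower and SURF4 1.31-fold higher. Golgi stress genes were not called (9 higher and 7 lower of 20, adjusted p = 0.973, with the median above 0 and the mean below). Lysosomal genes fell in 28 of 47 cases with 6 higher (median -0.27, adjusted p = 6.53e-10), among them the proteases CTSB and CTSD (log2 fold changes -0.84 and -0.58) and the galactosidase GLB1 (2.18 times lower).

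Proton pump genes were not called as a list at 500 nM (4 higher and 4 lower of 18, adjusted p = 0.693), although ATP6V0A1 rose 2.68-fold and ATP6AP1 fell 1.66-fold. The list left out the pump subunit ATP6V0A4, which was among the largest gains at this dose. Autophagy genes (5 higher and 7 lower of 30, adjusted p = 0.691) and endosomal sorting genes (6 and 2 of 38, adjusted p = 0.693) were not called either. Within them, the autophagy receptor OPTN fell 1.48-fold, TFEB, a master regulator of lysosomal genes, fell 1.86-fold, and EHD1, which shapes recycling endosomes, rose 1.25-fold. Adjusted over the list alone, the lower genes numbered 15 for O-glycosylation, 16 for glycosaminoglycan synthesis and 29 for the lysosome, and 16 nucleotide sugar genes were higher.

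Many matrix genes fell at 500 nM. Of 55 tested genes of collagens, laminins and other matrix proteins, 31 fell and 4 rose (median -0.57, mean -0.14, adjusted p = 2.32e-12), with adjusted p = 0.122 with an estimated correlation. COL18A1, a basement membrane collagen (chromosome 21, 45405165 to 45513720), fell from 9756 ± 487 to 2685 ± 52.8, COL5A1 fell 3.41-fold, VWA1 3.81-fold and LTBP1, which binds latent TGF-beta, 3.38-fold. In 3 libraries, 1 each at 0.5, 5 and 500 nM, transcripts of fibroblasts stood far above the other libraries, and 7 of the matrix genes were among them. Without those 3 libraries 32 matrix genes fell and 8 rose (median -0.56, mean -0.39), with adjusted p = 0.0253 with an estimated correlation. Replicates 2 and 3 at 500 nM, which stayed in, still had sums of 107 and 119 over 14 fibroblast transcripts. DMSO libraries had at most 18.5, and the 14 transcripts were chosen as scarce there. The 8 genes that rose may include such transcripts. Enzymes that remodel the matrix fell in 20 of 37 cases with 6 higher (adjusted p = 6.97e-05), among them the proteases MMP14 (2.45 times lower) and BMP1 (2.94 times lower). Integrin subunits split, with 3 higher and 7 lower of 17. ITGA5 fell from 2413 ± 59.0 to 1006 ± 23.2, ITGAV 2.45-fold and ITGB5 2.43-fold, and the list was called lower (adjusted p = 0.0256, and adjusted p = 0.0632 with an estimated correlation) with a median of 0.04 and a mean of -0.03, so the signs differed, though not without those 3 libraries (mean -0.11).

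Cell to cell adhesion genes were not called as a list at 500 nM (11 higher and 15 lower of 44, adjusted p = 0.691, with the median above 0 and the mean below). Cadherin 11 (CDH11) fell 1.81-fold and the tight junction protein CLDN4 rose 1.81-fold. Receptors and ligands at the cell surface gave 11 higher and 21 lower of 44 (adjusted p = 0.118, not called), with the receptor kinase EPHA2 1.82-fold higher and the guidance ligand SEMA3F 5.47 times lower. Markers of luminal epithelium rose in 12 of 18 cases with 1 lower (median 0.38, adjusted p = 0.000272), including AGR2 and CLDN4, and the 1 that fell was the mucin MUC1 (2.35-fold). Mesenchymal factors and targets of TGF-beta fell in 13 of 23 cases with 4 higher (median -0.35, adjusted p = 7.24e-07), with ID1, ID2 and SNAI1 among the lower and the receptor TGFBR1 1.86 times lower, and the median was -0.54 without the 3 libraries with fibroblast transcripts. Adjusted over the list alone, 31 matrix genes, 21 remodelling genes and 14 TGF-beta genes fell, and 12 luminal genes rose.

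Replication and mitosis genes rose at 500 nM. Of 40 genes of DNA replication and the G1/S transition, 29 rose and 0 fell (median 0.27, adjusted p = 2.01e-09), with E2F1 at 1.54-fold, thymidylate synthase TYMS at 1.37-fold and the replication licensing factor CDC6 at a log2 fold change of 0.58. Mitotic genes rose in 25 of 35 cases with 1 lower (adjusted p = 2.49e-06), with the topoisomerase TOP2A at 1.19-fold, and the 1 that fell was the phosphatase CDC25B (1.63-fold). Cell cycle brakes were not called as a list (3 higher and 2 lower of 13, adjusted p = 0.786, with the median below 0 and the mean above), but CDKN1A, the CDK inhibitor p21, fell from 2458 ± 48.6 to 1481 ± 12.2 and cyclin D1 (CCND1) rose 1.43-fold. Targets of YAP and TEAD rose in 16 of 24 cases with 4 lower (median 0.34, adjusted p = 5.70e-06), including CCN1 (1.83-fold), ANKRD1 (1.71-fold) and the receptor kinase AXL (1.55-fold). Actin and adhesion genes rose in 19 of 37 cases with 2 lower (adjusted p = 3.60e-07), including caveolin 1 (CAV1, 1.81-fold). Immediate early and feedback genes of MAP kinase signalling rose in 18 of 34 cases with 4 lower (adjusted p = 1.86e-05, and adjusted p = 0.0657 with an estimated correlation), including EPHA2 and the phosphatase DUSP5 (1.61-fold). Adjusted over the list alone, the higher genes numbered 31 for G1/S, 26 for mitosis, 16 for YAP, 20 for actin and 19 for MAP kinase.

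Targets of NF-kappaB and of NRF2 fell at 500 nM. For NF-kappaB, targets fell in 17 of 27 cases with 2 higher (median -0.31, adjusted p = 3.06e-07), with the macrophage growth factor CSF1 (chromosome 1, 109910242 to 109930992) falling from 12522 ± 294 to 5312 ± 29.9, the adhesion receptor ICAM1 3.65 times lower and the NF-kappaB inhibitor NFKBIA 1.40 times lower. Targets of NRF2 fell in 18 of 27 cases with 4 higher (adjusted p = 5.02e-05), with the reductases AKR1C1 and AKR1C2 lower (log2 fold changes -0.58 and -0.72) and thioredoxin reductase TXNRD1 1.45-fold higher. Interferon-stimulated genes rose in 17 of 37 cases with 7 lower (median 0.13, adjusted p = 0.0142), including ISG15 (1.83-fold), OASL (2.00-fold) and HERC5 (1.79-fold). Apoptosis genes (6 higher and 7 lower of 27, adjusted p = 0.581) and hypoxia and glycolysis genes (8 and 14 of 37, adjusted p = 0.698) were not called, though the carbonic anhydrase CA12 fell 2.00-fold and the survival factor BCL2L1 rose 1.40-fold. Ribosomal protein genes were called higher (12 of 56, median 0.04, adjusted p = 0.0213), a call lost at adjusted p = 0.627 with an estimated correlation. Not called were nuclear genes of the respiratory chain (adjusted p = 0.973), mitochondrially encoded mRNAs (0.760), long nuclear RNAs (0.887), histone genes (0.163, 3 of 10 lower) and markers of blood, endothelial and stromal cells (0.786). Among the last, CD14 fell 2.60-fold and the endothelial receptor KDR rose 2.38-fold.

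The genes the study itself named moved as lists at 500 nM, which is not independent evidence of their direction, since the study chose them. All 6 of SLC3A2, ATP6V0A1, GPRC5A, EPHA2, HSP90AA1 and DNAJB9 were higher (median 1.16), and all 8 of ITGA5, ICAM1, VWA1, COL5A1, B4GALT1, GALNT1, ITGAV and ITGB5 were lower (median -1.29), with adjusted p = 1.92e-14 and 8.75e-20 and the same counts adjusted over the list alone. Of the 41 lists, 25 were called at 500 nM (12 higher and 13 lower), and 20 of these held with an estimated correlation. The exceptions were vesicle traffic, integrins, matrix, MAP kinase and ribosomal proteins. Without the 3 libraries with fibroblast transcripts 25 lists were called and 18 held: matrix then held, and actin (adjusted p = 0.0876 with an estimated correlation), NRF2 (0.0638) and interferon (0.0548) did not. Other splits of the same 6 libraries into 3 and 3 gave up to 22 called lists. Each such split still divides DMSO and 500 nM unevenly, so part of the dose effect stays in it. The 22 lists are thus not a chance level, and the number of lists called was not weighed against chance.

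**Figure D3:**
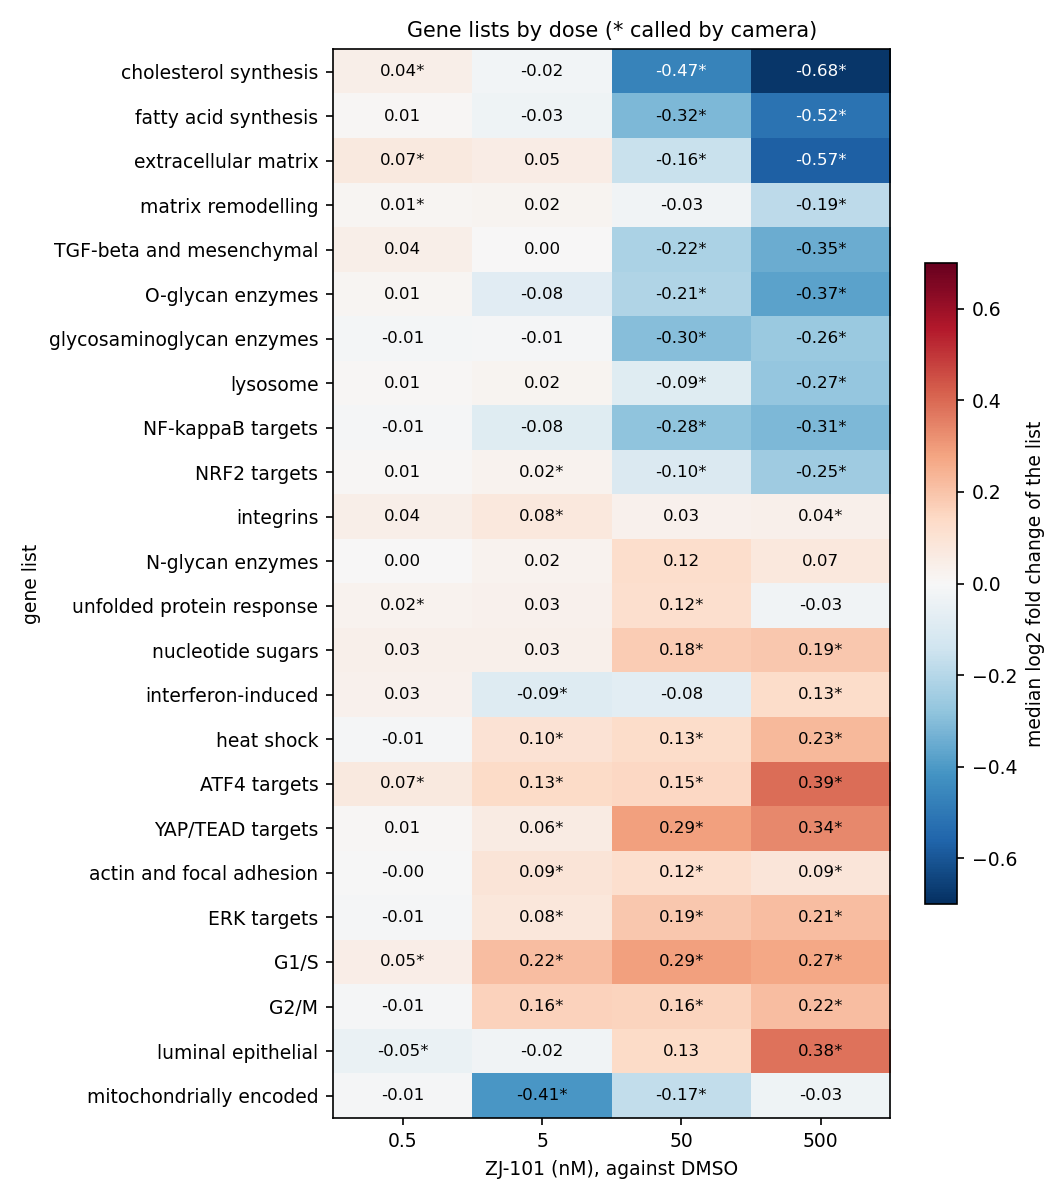
Median log2 fold change against DMSO (colour and printed value) of the tested members of 24 gene lists (y axis) at each ZJ-101 dose (x axis, nM), with a star where camera called the list. At 500 nM cholesterol synthesis lies at -0.68 and matrix genes at -0.57, and ATF4 targets lie at 0.39.

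At 50 nM, 3134 genes were called, 1662 higher and 1472 lower. SNAI1 fell 5.91-fold to 21.4 ± 3.41 normalised reads (adjusted p = 7.07e-25), PLEKHG4B 4.59-fold, the microfibril gene FBN1 4.36-fold and COL6A3 4.37-fold. NPR3, MATN2, LIPG, CHPF and INSIG1 fell 4.36, 4.02, 3.16, 3.11 and 2.99-fold. SLC3A2 rose 4.50-fold (adjusted p = 1.95e-09), the Wnt antagonist DKK1 2.28-fold (chromosome 10, 52314281 to 52318042), NANOS1 2.35-fold, PLAC8 2.25-fold, AGR2 and DNAJB9 2.15-fold and 2.15-fold, HID1, which serves the sorting of secretory granules, 2.12-fold and SPNS2 2.08-fold. The inositol kinase ITPK1 rose 4.44-fold on average, to 228 ± 133, a wide spread for a gene that has a second copy among the alternate sequences of hg38. The noncoding PRKG1-AS1 rose 2.29-fold, and it overlaps DKK1 on the opposite strand over 10.2% of the exon length of DKK1, which unstranded counting would not separate.

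Many gene groups that moved at 500 nM moved the same way at 50 nM. Cholesterol synthesis fell in 19 of 26 genes with 0 higher (median -0.47, adjusted p = 7.50e-23), with HMGCS1 2.30 times lower, and fatty acid synthesis in 12 of 18, with SCD 2.17 times lower (adjusted p = 1.02e-13). O-glycosylation enzymes fell in 13 of 21 cases (adjusted p = 0.000126), glycosaminoglycan enzymes in 14 of 28 (3.06e-07), lysosomal genes in 21 of 47 (8.14e-06), TGF-beta targets in 10 of 23 (1.86e-05) and NF-kappaB targets in 16 of 27 (2.02e-08). G1/S genes rose in 29 of 40 cases with 0 lower (adjusted p = 1.61e-14), ATF4 targets in 15 of 35 (0.000251), YAP targets in 15 of 24 (3.98e-08), nucleotide sugar genes in 11 of 25 (3.89e-05), actin genes in 19 of 37 (2.01e-09) and heat shock genes in 10 of 22 (3.18e-05). The unfolded protein response differed from the highest dose, with 18 of 33 members higher and 7 lower (adjusted p = 0.000331, and adjusted p = 0.0510 with an estimated correlation): HSPA5 rose 1.24-fold and HYOU1, its exchange factor, 1.42-fold, while CALR fell 1.72-fold. At 50 nM the higher and lower genes adjusted over the list alone numbered 0 and 21 for cholesterol, 2 and 14 for O-glycosylation, 7 and 23 for the lysosome, 15 and 4 for ATF4, 32 and 0 for G1/S and 18 and 7 for the unfolded protein response.

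Called at 50 nM but lost with an estimated correlation were matrix genes (9 higher and 20 lower, adjusted p = 0.342 with an estimated correlation), mitosis (18 higher and 1 lower, adjusted p = 0.0510), MAP kinase (18 higher and 5 lower, adjusted p = 0.0665), Golgi stress (8 higher and 2 lower, adjusted p = 0.0617), hypoxia (6 higher and 14 lower, adjusted p = 0.156), NRF2 (4 higher and 12 lower, adjusted p = 0.116) and mitochondrially encoded mRNAs (5 lower, adjusted p = 0.283). In all, 23 of 41 lists were called (11 higher and 12 lower), 15 of them also with an estimated correlation. Without the libraries with fibroblast transcripts 16 held, the unfolded protein response being added at adjusted p = 0.0407. Other splits of the 6 libraries gave up to 18 called lists, but they keep part of the dose effect and give no chance level. Between 50 and 500 nM, 1398 genes were higher at both doses and 1236 lower at both, where independent calls would share 269 and 239, and 40 were called in opposite directions. Both doses share the DMSO libraries, which adds to such overlaps: in simulated data without any change the log2 fold changes of a pair of doses had an r of 0.50 and a covariance of 0.0167 across genes, against 0.75 and 0.0894 measured here, and genes are not independent replicates.

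At 5 nM, 1053 genes were called, 553 higher and 500 lower. The peptidase DPP4 (chromosome 2, 161992245 to 162074394) rose from 139 ± 10.8 to 275 ± 20.9 normalised reads (1.97-fold, adjusted p = 2.83e-13), and PI16, a secreted protein of unsettled function (chromosome 6, 36948263 to 36964837), fell from 486 ± 24.3 to 207 ± 7.95 (2.34-fold, adjusted p = 4.05e-29). LIPG, TSPAN8 and the prostaglandin synthase PTGS1 fell 1.78, 1.72 and 1.71-fold. ITPK1, with its second copy, averaged 3.43-fold higher. Of the noncoding RNAs, UCA1 rose 1.70-fold, WTAPP1 1.88-fold and PRKG1-AS1 1.60-fold, and ITIH4-AS1 fell 2.14-fold. ITIH4-AS1 shares 57.7% of its exon length with ITIH4 on the opposite strand.

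Cell cycle genes rose at 5 nM. Of 40 G1/S genes 16 rose and 0 fell (median 0.22, adjusted p = 3.93e-18), and 31 rose adjusted over the list alone, with E2F1 at 1.29-fold and PCNA, the sliding clamp of DNA polymerase, at 1.22-fold. Mitotic genes rose in 17 of 35 cases (adjusted p = 1.92e-14) and actin genes in 15 of 37 (1.44e-11). ATF4 targets rose in 11 of 35 cases (1.24e-06), heat shock genes in 6 of 22 (2.07e-06) and NRF2 targets in 9 of 27 (4.13e-05), with AKR1C1 1.53-fold higher. Interferon genes fell in 5 of 37 cases (0.000405), with STAT2 1.20 times lower. Mitochondrially encoded mRNAs fell in 12 of 13 cases (median -0.41, adjusted p = 2.42e-41, and adjusted p = 0.00735 with an estimated correlation), with MT-ND5, a subunit of complex I, from 15806 ± 520.5 to 10475 ± 514. The higher and lower genes adjusted over the list alone numbered 24 and 0 for mitosis, 14 and 1 for ATF4, 9 and 0 for heat shock, 11 and 0 for NRF2 and 0 and 6 for interferon. Reads from the mitochondrial genome made up 2.81% ± 0.0920 of each library at 5 nM, against 3.82% ± 0.191 with DMSO and 3.45% and 4.01% at 50 and 500 nM.

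Further lists called higher at 5 nM did not hold with an estimated correlation: YAP targets (7 of 24 higher, adjusted p = 0.118 with an estimated correlation), MAP kinase (7 of 34, adjusted p = 0.0704), integrins (3 of 17, adjusted p = 0.0640), ribosomal proteins (4 of 56, adjusted p = 0.491) and nuclear respiratory chain genes (3 of 37, adjusted p = 0.149). Cholesterol synthesis, which fell at the upper doses, gave 1 lower of 26 at 5 nM and was not called (adjusted p = 0.732), and matrix genes gave 7 higher and 5 lower (adjusted p = 0.145, not called). Of the 41 lists 15 were called, 12 higher and 3 lower, and 10 held with an estimated correlation. Without the 3 libraries with fibroblast transcripts NRF2 did not hold (adjusted p = 0.0709 with an estimated correlation), MAP kinase did (0.0486) and integrins were not called (adjusted p = 0.0827). DESeq2 on the recovered reads called 636 genes at this dose. At 5 and 500 nM, 363 genes were higher at both doses and 258 lower at both, against 89.4 and 81.1 for independent calls, and 112 were called in opposite directions. Across genes the log2 fold changes at these doses had an r of 0.39 and a covariance of 0.0367, against 0.50 and 0.0167 in simulated data without any change, where the DMSO libraries are shared too.

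At 0.5 nM, 11 genes were called, 10 higher and 1 lower, none by 2-fold. The transcription factor CEBPB (chromosome 20, 50190830 to 50192668) rose from 715 ± 62.2 to 935 ± 36.8 normalised reads (1.31-fold, adjusted p = 0.000329), and the complement component C3 rose 1.17-fold (adjusted p = 0.00175). PIGX, a mannosyltransferase subunit for lipid anchors, rose 1.31-fold, UBTD2 1.26-fold and CCZ1B 1.34-fold, a gene with a near-identical paralog. The ligand BMP4 was the 1 gene called lower (1.09-fold, adjusted p = 0.0487), and it was higher at every other dose (1.18-fold at 5 nM). Of ATF4 targets 1 of 35 rose (median 0.07, adjusted p = 0.000331), and G1/S genes had a median of 0.05 with none called (adjusted p = 0.00123). Both lists held with an estimated correlation, but without the 3 libraries with fibroblast transcripts the ATF4 list did not (adjusted p = 0.0631 with an estimated correlation, and 0.0352 for G1/S). The other 6 of the 8 called lists, in which no member was called, did not: the unfolded protein response (adjusted p = 0.122 with an estimated correlation), cholesterol synthesis (0.134), matrix (0.637), matrix remodelling (0.0617), ribosomal proteins (0.627) and, called lower, luminal markers (0.191). Without the same 3 libraries the matrix list was not called at 0.5 nM (adjusted p = 0.979), nor were matrix remodelling (0.133) and ribosomal proteins (0.208). An unadjusted p below 0.05 was found for 1195 genes, DESeq2 called 4, and leaving out replicate 2 at 0.5 nM left 5.

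Steps between neighbouring doses ask where along the dose range the change occurred. From 0.5 to 5 nM 1076 genes changed, 562 higher and 514 lower, with CCN1 1.62-fold and AKR1C1 1.73-fold higher and PI16 1.99 times lower. In this step 11 of 40 G1/S genes rose, and CEBPB fell 1.44-fold. From 5 to 50 nM 2813 genes changed, 1448 higher and 1365 lower, and here 20 of 26 cholesterol genes fell, including INSIG1 (2.73-fold) and HMGCS1 (2.39-fold). SNAI1 fell 4.50-fold in the same step, CHPF 2.56-fold and ITGA5 1.90-fold, SLC3A2 rose 3.21-fold, and 9 of 13 mitochondrially encoded mRNAs rose. From 50 to 500 nM 1934 genes changed, 861 higher and 1073 lower. ID1 fell 5.26-fold and ID3 6.45-fold, the laminins LAMB1 and LAMC1 2.75 and 2.45-fold, and 27 of 55 matrix genes and 22 of 53 vesicle traffic genes fell. In the unfolded protein response 11 of 33 members fell and 3 rose in this last step, with log2 fold changes of -0.47 for HSPA5 and -0.59 for HYOU1. ATP6V0A1 rose 1.92-fold and 14 ATF4 targets rose with 0 lower. The count from 0.5 to 5 nM was 652 with DESeq2 and 708 without replicate 1 at 0.5 nM.

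Some genes turned with dose. Of 155 genes called in opposite directions at different doses, 60 were higher at 5 nM and lower at 50 or 500 nM and 65 were lower at 5 nM and higher above it. ABCG1 had 74.3 ± 2.60 normalised reads with DMSO, 52.2 ± 4.98 at 5 nM and 271 ± 18.2 at 500 nM, and PRSS2, a trypsinogen with a second copy in hg38, fell 1.71-fold at 5 nM and rose 2.64-fold at 500 nM. APCDD1L, a relative of a Wnt inhibitor, rose 1.30-fold at 5 nM and fell 2.70-fold at 500 nM, and WTAPP1, which lies opposite the collagenase gene MMP1, rose 1.88-fold and fell 1.82-fold. LAMB1, a laminin chain, rose 1.13-fold at 50 nM and fell 2.44-fold at 500 nM. NRF2 targets, the unfolded protein response and matrix remodelling held 6 such genes each, among them AKR1C1, with log2 fold changes of 0.62 at 5 nM and -0.58 at 500 nM.

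**Figure D4:**
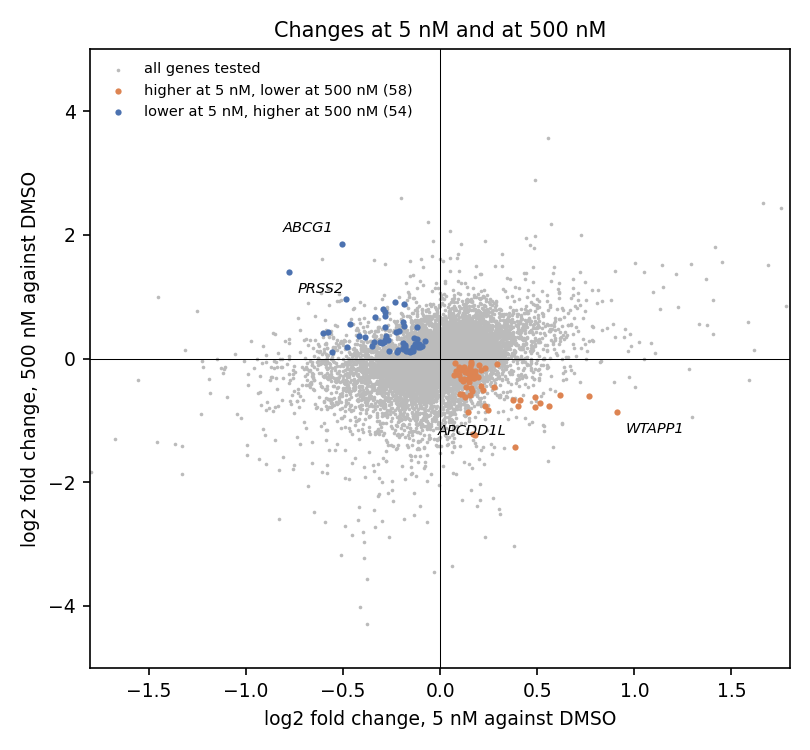
Log2 fold change against DMSO at 5 nM (x axis) and at 500 nM (y axis) for the tested genes, with coloured points for 112 genes called in opposite directions at these doses, 58 higher at 5 nM and 54 lower. ABCG1 and PRSS2 lie at the upper left and APCDD1L and WTAPP1 at the lower right, and 15 genes lie beyond the axes.

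Libraries of the same dose were not alike in 1 respect. The sum over 14 transcripts of fibroblasts, which were scarce in the DMSO libraries (9.94 to 18.5 normalised reads), was 744 in replicate 2 at 0.5 nM, 667 in replicate 2 at 5 nM and 754 in replicate 1 at 500 nM. It was 102 to 119 in 4 other treated libraries and 9.40 to 13.3 at 50 nM. These genes were chosen after their values were seen, as members of a fibroblast list that were scarce in every DMSO library. The low sums with DMSO thus follow from the choice. Without the 3 libraries limma called 6, 890, 3136 and 4466 genes at 0.5, 5, 50 and 500 nM. The authors' deposited DESeq2 tables called 7, 771, 2581 and 4128 genes at the same doses, and 3, 760, 2562 and 4087 of them were called here too, all in the same direction.

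**Figure D5:**
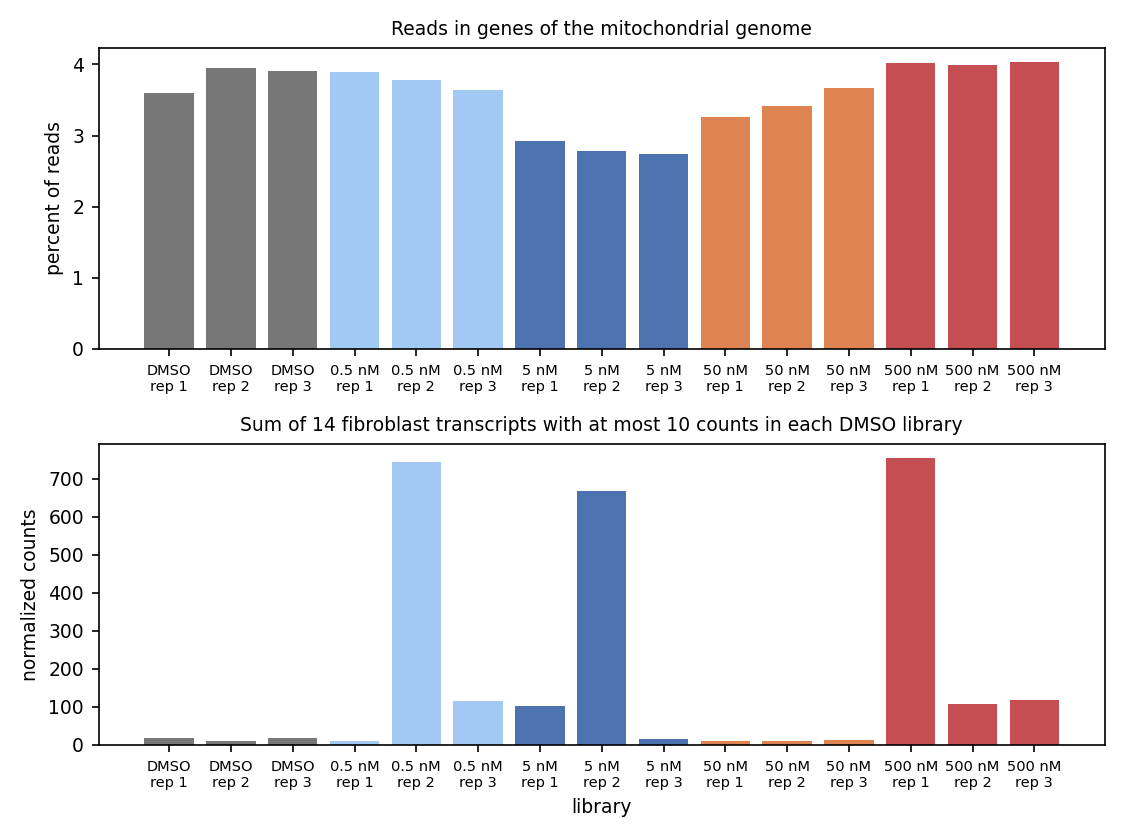
Percent of reads from the mitochondrial genome (top, y axis in percent) and sum of 14 fibroblast transcripts (bottom, y axis in normalised reads) in each of the 15 libraries (x axis), coloured by ZJ-101 dose. The 5 nM libraries average 2.81% against 3.82% for DMSO, and 3 libraries reach 667 to 754 normalised reads.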

Values the study reported

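The paper reports RNA-seq of MDA-MB-231 cells grown in 2D for 6 h and as 3D spheroids for 24 h, with ZJ-101 doses of 0.5, 5.0, 50.0 and 500 nM for the spheroids. It gives EC50 values of 0.69 to 1.16 nM for blocking spheroid formation and 2.37 to 12.05 nM for spheroid disassembly, and 29 to 96 nM in the growth rate assay of MDA-MB-231 cells. Above 20 nM, preformed spheroids were reported to dissolve over 72 h. The paper names ATP6V0A1, GPRC5A, SLC3A2, EPHA2, HSP90AA1 and DNAJB9 as raised and ITGA5, ICAM1, VWA1, COL5A1, B4GALT1, GALNT1, ITGAV and ITGB5 as lowered, and reports no change in cell cycle distribution of 2D cultures at 24 and 48 h. It also states that genes of the unfolded protein response stayed suppressed at 24 h. The list used here, which may differ from the study's set, was called higher at 50 nM and not called at 500 nM. The call at 50 nM was lost with an estimated correlation. At 500 nM members of that list split, with CALR and HSPA5 lower and CANX and DNAJB9 higher. A narrower list of ER lumen chaperones, chosen after the data were seen, was called lower at 500 nM and not called at 50 nM. Part of the genes at the highest dose thus moved in the direction the paper states.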

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

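All tests of explanations in this part were chosen only after the results were seen.

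Mitochondrially encoded mRNAs differed between doses: 9 of 13 rose from 5 to 50 nM, a difference limma tested directly. At 5 nM all 13 lay below DMSO, with a median log2 fold change of -0.41. Their share of the reads, which no size factor enters, was lower too (2.81% at 5 nM and 3.82% with DMSO for the whole mitochondrial genome, a ratio of 0.737), which argues against the authors' size factors as the cause. Nuclear genes of the respiratory chain had a median of 0.0635, which argues against lower expression of the whole chain. Histone mRNAs, which mostly lack a poly(A) tail, had a median of -0.11 with members from -0.78 to 0.02. The comparison takes mitochondrial mRNAs to act like RNA without a tail, which was not measured. It therefore cannot decide whether less carry-over of RNA without a tail played any part. The bound for that test was loosened after its value was seen: under the first bound, a gap to the mitochondrial median larger than the SD of the histone members (0.29), the explanation would have been narrowly excluded, and the bound was changed because the margin was slim and several listed histones have forms with a tail. Of the long nuclear RNAs, which were not part of that test, MALAT1 was lower in every 5 nM library (5572 to 6443 normalised reads) than with DMSO (7083 to 8802). NEAT1 overlapped (4127 to 5187 against 4317 to 5323). Less carry-over thus stays open. The 3 plates at 5 nM may also have been handled apart from the others, which cannot be told apart from the dose.

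A signal appeared in genes left out by the count minimum: 13 genes had at least 20 normalised counts in a ZJ-101 library and at most 2 in every DMSO library. Of these, 11 were highest in replicate 2 at 0.5 nM (2), replicate 2 at 5 nM (5) or replicate 1 at 500 nM (4). The same libraries held the most fibroblast transcripts, from a list written after the data were seen, with sums over 14 such genes of 744, 667 and 754 against at most 18.5 with DMSO. COL1A1 stood at 2387, 1345 and 2302 normalised reads in these libraries against 138 to 140 with DMSO, and SPARC at 552, 365 and 555 against at most 16.3, and 25 of the 30 list genes passed the count minimum. The 14 summed genes were the list members that were scarce in every DMSO library, so the low sum with DMSO follows from the choice. Other list members were abundant with DMSO, such as CDH11 (mean 2411) and FBN1 (mean 510). RNA from another cell source in single libraries is a candidate explanation. Of the 18 genes at least 4 times as high in 0.5 nM replicate 2 as in both other replicates, 88.9% were highest of 3 in 500 nM replicate 1. That library was already known to be rich in fibroblast transcripts, and 9 of the 18 genes are on the fibroblast list. The 33.3% expected for unselected genes is thus no chance level here, and the share restates the pattern without adding support. A response of the spheroids to ZJ-101 as the whole pattern was argued against, since 5.56% of those genes reached 2 times the DMSO mean at 50 nM and plates of the same dose differed: the sums over 14 genes were 102 to 119 in 4 further libraries, among them both others at 500 nM, and at most 16.6 in the other libraries at 0.5, 5 and 50 nM. Whether 1 common source fed all 3 libraries stays open, with an r across genes of 0.834 between the excesses in 0.5 nM replicate 2 and 5 nM replicate 2, since unrelated fibroblasts would share such a profile too.

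Genes called in opposite directions at different doses numbered 155. The direct test between the doses called each of them, which opposite calls against the same DMSO libraries bring about, so it adds no support. In 100 random regroupings of the 15 libraries, the real grouping was the 1 that gave as many, and the highest of the others gave 0. Such regrouping breaks up every dose effect, so it does not test whether turns with dose in particular arise by chance. For the genes changed over the 5 groups (5942, highest other 2016) and for genes with a dose trend (4252, highest other 1482), 1 of 100 groupings gave as many. That 1 was the real grouping, so the share is the smallest possible. It argues against a random assignment of libraries, but not against handling of plates that went along with dose. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real and the highest other counts were 11 and 1 at 0.5 nM, 1053 and 6 at 5 nM, 3134 and 1 at 50 nM, 4933 and 1 at 500 nM, 1076 and 2 from 0.5 to 5 nM, 2813 and 0 from 5 to 50 nM, 1934 and 1 from 50 to 500 nM, and for gene lists 23 and 18 at 50 nM and 25 and 22 at 500 nM.

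The genes that varied most between replicates for their level were weighed as well. Among the 100 most variable, 68 had a second copy in hg38, against 1.05% of 13207 other genes, a ratio of 64.6, so reads shared between copies may explain much of their variation. Of the 100, 11 were at least 4 times as high in 0.5 nM replicate 2 as in both other 0.5 nM libraries, 2 of which also had a second copy, so fibroblast transcripts in single libraries stay open for part of the pattern. No biological explanation was tested.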

How the results depend on the processing

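Leaving out the 3 fibroblast-rich libraries and leaving out genes with a second copy were chosen only after the data were seen, and the other alternatives were fixed before the data were examined. Of 10720 values of named genes under alternatives, 10370 stayed called in the same direction or stayed uncalled, 309 lost the call and 41 gained it. Of values called in the main test or the alternative, 0 reversed direction. Changes of direction in values called in neither were not counted. Many of these genes were named for large changes or small p, which favours such stability. The near-even balance at 500 nM (2462 higher and 2471 lower genes) tipped under some alternatives, such as DESeq2 (1983 and 1946). It did not under others, such as TMM scaling (2400 and 2494). Without the fibroblast-rich libraries some small list medians at 500 nM changed sign, such as the unfolded protein response (-0.03 to 0.01) and integrins (0.04 to -0.003). Counts moved by over 1.5 times in these cases. At 0.5 nM (11 genes) the count was 32 with no filter, 19 with only the groups compared, 4 with DESeq2, 7 in the authors' table and 6 without the fibroblast-rich libraries, and leaving out 1 library gave 5 (without 0.5 nM replicate 2) to 12. DESeq2 gave 636 at 5 nM (1053) and 652 from 0.5 to 5 nM (1076), where leaving out 1 library gave 708 (without 0.5 nM replicate 1) to 1093. A minimum absolute log2 fold change of 1 left 0, 17, 121 and 410 genes at the rising doses and 21, 122 and 90 in the steps between them, by its construction. With an estimated correlation 15 lists stayed called at 50 nM (23). The cause was not tested for the others. Elsewhere, leaving out 1 library gave 745 to 906 genes at 5 nM, 2553 to 2798 at 50 nM and 4405 to 4517 at 500 nM. TMM scaling moved the median of all genes by at most 0.004. Replicate numbers did not pair the libraries: 1 of 30 same-number pairs correlated above 0.1, and blocking on them gave 14, 1064, 3148 and 4958 genes. In simulated data limma found 60.6%, 82.1% and 98.5% of genes changed by 0.5, 1 and 2 log2 units, so changes of 0.5 were missed more often than larger ones at this depth. The simulation changed 66, 67 and 67 of 15233 genes by these amounts, far fewer than the 4933 called at 500 nM. The adjustment of p depends on how many genes change, so these shares need not hold for the measured data.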

Other observations

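All lists and tests in this part were chosen only after the data were seen, as were ID4, SMAD6, SMAD9, SEC61B, SSR1, ABCA1, MYLIP and HSP90B1.

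Targets of bone morphogenetic protein (BMP) signalling fell at 500 nM: 11 of 14 fell and 1 rose (median log2 fold change -1.62, camera adjusted p = 4.63e-13, and 0.000285 with an estimated correlation). The list holds ID1, ID2 and ID3, already seen among the genes that fell most, so its p-values are no independent support. The log2 fold changes were -3.36, -2.64, -3.45 and -2.26 for the transcriptional inhibitors ID1, ID2, ID3 and ID4, and -1.30 and -1.84 for SMAD6, a feedback inhibitor, and SMAD9. At 50 nM 7 fell and 1 rose (median -0.47), and the genes of BMP ligands and receptors were not called at 500 nM (4 higher and 4 lower of 16). Components that insert and move proteins across the ER membrane rose, 21 of 24 at 500 nM with 0 lower (median 0.41), 18 at 50 nM and 5 at 5 nM, including the channel subunits SEC61A1 (log2 fold change 0.73) and SEC61B (0.41) and the signal sequence receptor SSR1 (0.46). Chaperones of the ER lumen went the other way at 500 nM, with 14 lower and 5 higher of 23 (adjusted p = 0.000306, and 0.0117 with an estimated correlation), CALR and HSP90B1 among the lower. At 50 nM they were split, 10 higher and 7 lower, and not called, and at 0.5 nM the list was called higher with no member called (adjusted p = 9.22e-06, and 0.004 with an estimated correlation).

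Targets of the liver X receptor, which senses oxysterols, fell at 5 nM in 7 of 11 cases with 0 higher (median -0.24, adjusted p = 2.92e-10, and 0.000335 with an estimated correlation), including ABCG1 (log2 fold change -0.50), the cholesterol exporter ABCA1 (-0.28) and MYLIP (-0.40). At 50 nM 5 fell and 1 rose (adjusted p = 0.000206, and 0.00682 with an estimated correlation). They were split at 500 nM (3 higher and 5 lower, not called), where ABCA1 rose by 0.69. Fibroblast genes, 25 of 30 tested, were called higher at 0.5 nM (adjusted p = 0.223 with an estimated correlation, 0 members called) and 5 nM (0.54) and lower at 50 nM (0.648), calls that the estimated correlation did not keep, and were not called at 500 nM.

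Less transcript of BMP ligands was tested as an explanation for the fall of BMP targets. The 5 ligands summed were BMP2, BMP4, BMP6, BMP8B and GDF11. Their summed counts were 5559 ± 146 at 500 nM and 4740 ± 125 with DMSO (SD, n = 3). The ratio of 1.17 argues against less transcript of these ligands. Less receptor or ligand protein at the cell surface may still explain the fall of BMP targets and cannot be read from RNA. Transcript of FST, the secreted antagonist named above, was higher at 500 nM, and whether it played a part was not tested. For the fall of cholesterol genes at 50 nM, less shared cleavage of the membrane-bound factors SREBP2 and ATF6 in the Golgi was tested: 5 of 10 textbook ATF6 targets were higher and 2 lower at 50 nM, with a median within the spread of the members, and 2 were higher and 5 lower at 500 nM. Other branches of the unfolded protein response also drive such genes, so this explanation stays open. The bound for this test was changed after its value was seen: by the counts alone, the first bound would have excluded the explanation at 50 nM.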
